A study of Streptomyces coelicolor with 12 samples. Its data were reported in "ScbR- and ScbR2-mediated signal transduction networks coordinate complex physiological responses in Streptomyces coelicolor" (2015).

How the data were processed

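Total RNA from *Streptomyces coelicolor* M145, a soil bacterium used as a model for antibiotic regulation, and from 2 deletion mutants of it was hybridised by the authors to custom Agilent arrays that read 2 dyes at once. The 12 samples formed 4 groups of 3 replicates, taken from the labels: M145 (the wild type, WT) at 30 h, ΔscbR at 30 h, WT at 42 h and ΔscbR2 at 42 h. All strains were grown in liquid SMM medium. The labels and the methods of the study state different growth temperatures, and temperature was not used in any step. Each of the 6 arrays held 1 mutant sample labelled with Cy3 and 1 WT sample of the same time and replicate number labelled with Cy5. The dyes were not swapped on any array, so that an effect of the dye on a gene could not be separated from an effect of the mutation within a comparison. It cancels in the difference between the comparisons. The labels call the replicates biological. All 6 arrays lay on 1 slide and were scanned on 1 day in 1 pass, so that no batch could be tested.

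The deposited values were spot intensities on a linear scale. Per the file headers, they were extracted with Agilent Feature Extraction 11.5.1.1. The authors' files give, for each spot and dye, the median intensity of the spot and of its local background, without normalisation, and a processed intensity that the scanner software had corrected for background and dye. The authors then averaged 6 probes per gene in GeneSpring GX after removing outlying probe values, and that output was not used here. The log ratio in the files is WT over mutant. All ratios below are mutant over WT and carry the opposite sign. The design fixed before the data were examined named mean spot intensities, whereas the columns used were median spot intensities.

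Each array held 62976 spots, of which 61657 were gene spots, 308 negative control spots and 1011 positive control spots. The gene spots represented 46352 probes, 15305 of which were spotted more than once, for 7729 genes. Background was corrected with the normexp method of limma 3.58.1 in R 4.3.3 with an offset of 50, and the log2 ratio of mutant to WT was normalised within each array by loess with a span of 0.3 and control spots at weight 0. Outlying spots marked by the scanner software, 3 to 39 per array, were left out. Spots of a probe were averaged. A probe was kept if it was well above background in at least 1 dye on at least 3 of the 6 arrays, which left 46185 probes and 7728 genes, 7717 of them with 6 probes before this filter. The mean over the kept probes gave 1 log2 ratio per gene and array. Before normalisation the median log2 ratio of an array lay between -1.44 and 0.34, and changes are therefore relative to the median gene. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

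Genes were tested with lmFit and eBayes of limma on the 6 arrays, with 1 coefficient for each comparison and a shared estimate of the spread (4 residual degrees of freedom), and the difference of the coefficients was tested in the same fit. The ratio within an array served as the block. The Benjamini-Hochberg method was applied over all genes, and a gene passed at an adjusted p under 0.05. For gene lists, camera of limma compared the members with all other genes, with a correlation between genes preset to 0.01 and adjustment over 30 lists. Each list was tested again with the correlation estimated from the data and with fry of limma, which asks whether the members move on balance in 1 direction. Whether the version with an estimated correlation can pass with 4 residual degrees of freedom was not tested. All tests were two-sided. Counts within a list are also given adjusted over the list alone. A deleted gene was left out of the lists in its own comparison. The share of genes whose mean ratio was over 1.2 or under 0.85, limits that the study states for its target genes, was computed without a test.

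The lists, the tests, the alternatives and the rule for naming genes were chosen before the data were examined. The lists were the clusters *act*, *red*, *cda* and *cpk*, and the genes of GBL signalling, antibiotic regulators, development regulators, chaplins with rodlins and the *ram* genes, spore pigment, coelibactin, coelichelin, desferrioxamine, ectoine, hopanoids, isorenieratene, terpene odorants, the osmotic stress response around *sigB*, the thiol stress response around *sigR*, heat shock, glycolysis with the TCA cycle, ATP synthase, NADH dehydrogenase, nitrate reductases, nitrogen, phosphate, *N*-acetylglucosamine and chitin, and ribosomal proteins. The other lists held genes next to promoters that the study tabulates as bound by purified ScbR, by purified ScbR2, and by the latter outside the 4 antibiotic clusters. Members were listed from general knowledge and from the study, since the files give only SCO numbers. No row of the reference table of gene symbols, which describes another strain, carried an SCO number. For the same reason the ribosomal list was the range SCO4701 to SCO4721, and lists of tRNA ligases and sigma factors were left out. For each comparison, the rule named the deleted gene, 26 fixed genes, the 6 highest and 6 lowest log2 ratios among passing genes with the same sign on all 3 arrays outside the 4 antibiotic clusters, and up to 4 passing members of each list with the largest changes. To keep the text short, members without a known name are given mostly as ranges.

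The steps were tested on simulated data made from 7728 genes. In simulated ΔscbR arrays, 82% of genes with a log2 change of -1 and 76% of those with a change of 1 were recovered, as were 96% at -2 and 98% at 2, with 50 genes for each size. Of 209 calls, 4.78% had no simulated change. A simulated comparison with no change gave 0 calls. For the comparison of WT samples between times, 77% of 200 genes with a change of 1 were recovered. The simulated noise was drawn for each gene on its own, with the largest spreads capped for the mutant arrays. The real arrays held deviations shared by many genes, so that these rates may not hold for the real comparisons.

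The alternatives were no background correction, the scanner software's processed signals, median centring in place of loess, loess followed by quantile normalisation of mean intensities between arrays, no filter or a stricter filter on dim probes, the median over probes, removal of probe values more than 2 SD from their mean as in the methods of the study, each comparison fitted alone (2 residual degrees of freedom), array weights, separate intensities without the array as a block, and leaving out each array in turn, with both of its samples. An array is named after its mutant sample. WT samples at 42 h and 30 h were compared on Cy5 intensities from the loess-normalised arrays, after quantile normalisation between arrays. The loess step also used the mutant sample on each array, and the mutants differed between the times. Runs of at least 5 neighbouring genes, in the order of SCO numbers, that passed in the same direction were counted and compared with 1000 random gene orders. The number of arrays limits the precision of all values.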

Results

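Transcript levels were measured in *S. coelicolor* M145 (WT) and in strains lacking *scbR* or *scbR2*. ScbR is the receptor of the γ-butyrolactone (GBL) signals, small molecules that cells release before antibiotics are made, and ScbR2 is a related protein that does not bind them. ΔscbR was compared with WT at 30 h and ΔscbR2 with WT at 42 h, with 3 mutant and 3 WT samples at each time. Every array carried a mutant sample and a WT sample, and 7728 genes were tested. The median spot signal was 66.6, 52.5 and 44.2 times the background for replicates 1 to 3 of ΔscbR, and 38.7, 55.5 and 31.8 times for the WT samples on the same arrays. For ΔscbR2 the values were 45.4, 75.5 and 51.8, and for the WT samples beside them 56.8, 37.8 and 63.5. Between 93.9% and 99.9% of gene spots were well above background, and 0 spots were saturated. Across genes, which are not independent replicates, the log2 ratios of ΔscbR replicates 2 and 3 correlated with r = 0.80, whereas replicate 1 correlated with them at 0.33 and 0.29. The correlations among the ΔscbR2 arrays were 0.85, 0.77 and 0.60.

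The deleted genes were examined first, probe by probe. In ΔscbR, 5 of the 6 *scbR* (SCO6265) probes were lower than in WT on all arrays, with mean log2 ratios of -3.28 to -4.62, while the probe at position 52 gave 2.79 ± 0.39 (SD, n = 3). The mean over all *scbR* probes was -2.77 ± 0.44, a ratio of 0.146 (adjusted p = 0.000443). It includes the probe at position 52 and is therefore not the level of the deleted transcript. In ΔscbR2, the *scbR2* (SCO6286) probes at positions 246 and 334 gave -3.68 ± 0.25 and -3.72 ± 0.14 (SD, n = 3), and the probe at position 101 gave -1.50 ± 0.49. The probes at positions 1 and 15 gave 4.06 ± 0.16 and 3.95 ± 0.24, and the probe at position 551 gave 0.04 ± 0.43, so that the mean of -0.14 did not measure the deletion (adjusted p = 0.818). Probes outside a deleted part check nothing about the label. In the other mutant each gene was intact, and there all probes were higher than in WT. Their means were 1.23 to 1.42 for *scbR* in ΔscbR2 and 1.96 to 4.47 for *scbR2* in ΔscbR.

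**Figure D1:**
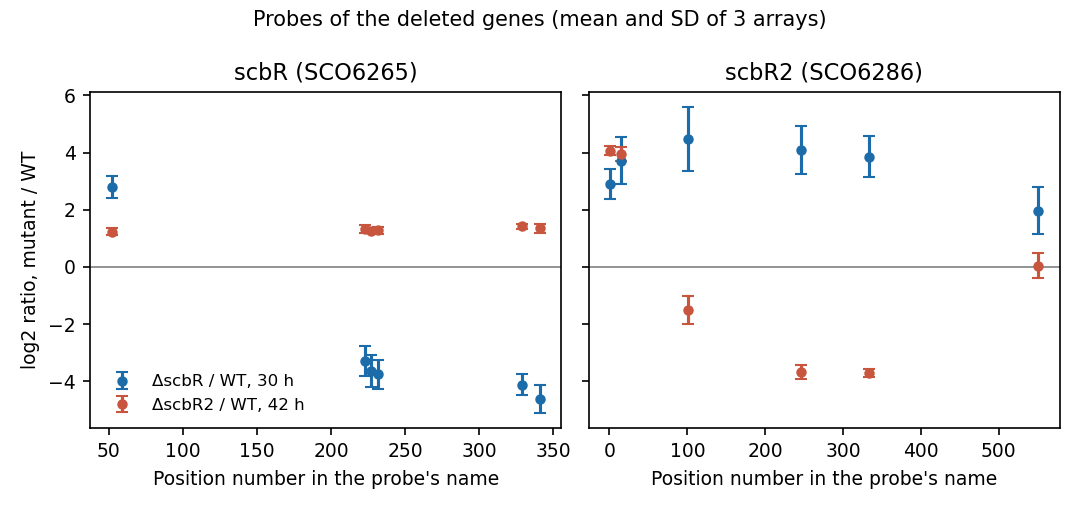
Mean log2 ratio of mutant to WT (y axis) for each probe of *scbR* and *scbR2* against the position number in the probe's name (x axis), with bars for the SD of 3 arrays. Probes with strongly negative ratios, down to -4.62 for *scbR* and -3.72 for *scbR2*, are seen only in the strain that lacks the gene, beside probes of the same gene at 2.79 and 4.06.

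The comparison of ΔscbR with WT at 30 h asked which transcripts depend on the GBL receptor. Of the genes for the calcium-dependent antibiotic (CDA) 17 of 40 fell in ΔscbR, as did 9 of 22 for actinorhodin (Act), a blue polyketide. In the *cpk* cluster, which makes the yellow compound coelimycin P1, 10 of 18 rose. These 3 lists passed camera, and none held with an estimated correlation between genes (adjusted p of 0.571 to 0.579). The *ram* genes, which make the surfactant peptide SapB that helps aerial hyphae leave the medium, were also lower. Of the chaplin and rodlin genes, which encode the water-repellent coat of aerial hyphae, 9 rose. In all, 714 genes (9.24%) passed the test, 285 higher and 429 lower in ΔscbR, and 328 of them changed at least 2-fold. Without loess, with each array centred on its median, the count was 557, of which 168 were higher and 389 lower.

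Of the 40 *cda* genes, 17 fell, with log2 ratios of -1.10 to -3.31, and the other 23 did not pass. Adjusted over the list alone, 31 fell. The count of 17 rested on single arrays, with 27 without ΔscbR replicate 1, 1 and 2 without replicates 2 and 3, and 11 without ΔscbR2 replicate 1. The activator gene *cdaR* (SCO3217) had a ratio of -1.26 ± 0.23 (SD, n = 3; adjusted p = 0.00365). The cluster mean was -1.46 ± 0.57, lower on all 3 arrays (camera adjusted p = 2.93e-14, and adjusted p = 0.579 with an estimated correlation and 0.0659 with fry). Of the 22 *act* genes, 9 fell, by log2 ratios between -0.70 and -2.76, and 14 fell when adjusted over the list alone. The count of 9 became 4 without ΔscbR replicate 2 and 5 without ΔscbR2 replicate 1. Among them was *actIII* (SCO5086), the ketoreductase gene, at -1.72 ± 0.41 (adjusted p = 0.00308). The pathway activator *actII-orf4* (SCO5085) was at -0.50 ± 0.58 and did not pass (adjusted p = 0.198). The *act* mean was -0.85 ± 0.21 (camera adjusted p = 1.40e-07, and adjusted p = 0.571 with an estimated correlation).

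For the *cpk* cluster, 10 of 18 genes rose, with log2 ratios of 1.66 to 4.20, and 12 rose when adjusted over the list alone. The count of 10 became 5 without ΔscbR replicate 3 and 6 without ΔscbR2 replicate 1. The highest was the activator gene *kasO* (SCO6280) at 4.20 ± 0.93 (SD, n = 3; adjusted p = 0.00112). The cluster mean was 1.86 ± 0.93, with 2.57, 0.81 and 2.22 on replicates 1 to 3 (camera adjusted p = 8.56e-09, and adjusted p = 0.571 with an estimated correlation), and array weights gave 1.21. The 22 *red* genes, for the red pigment undecylprodigiosin, averaged 0.01 ± 0.31, with a median of -0.06, and 0 of them passed limma, over all genes or over the list alone. At an unadjusted p under 0.05, 2 were higher and 1 lower. The direction of this mean differed between normalisations and between single arrays. Centring on the array median gave -0.0023, and leaving out replicate 1 gave -0.15 against 0.15 without replicate 2. Of the GBL genes, 2 of 7 rose, and 3 when adjusted over the list alone. They were *scbR2*, at 3.50 ± 0.57 (adjusted p = 0.000362), and SCO6323, a homologue of *scbR*, at 0.83 ± 0.09 (adjusted p = 0.00451). The gene of the GBL synthase, *scbA* (SCO6266), was at 1.03 ± 0.74 (adjusted p = 0.0738). On the same list, SCO6268, a histidine kinase gene that the study places in the *cpk* cluster, was at 0.75 (adjusted p = 0.169). The GBL list averaged 0.86 ± 0.25 (camera adjusted p = 0.0142, and adjusted p = 0.571 with an estimated correlation).

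**Figure D2:**
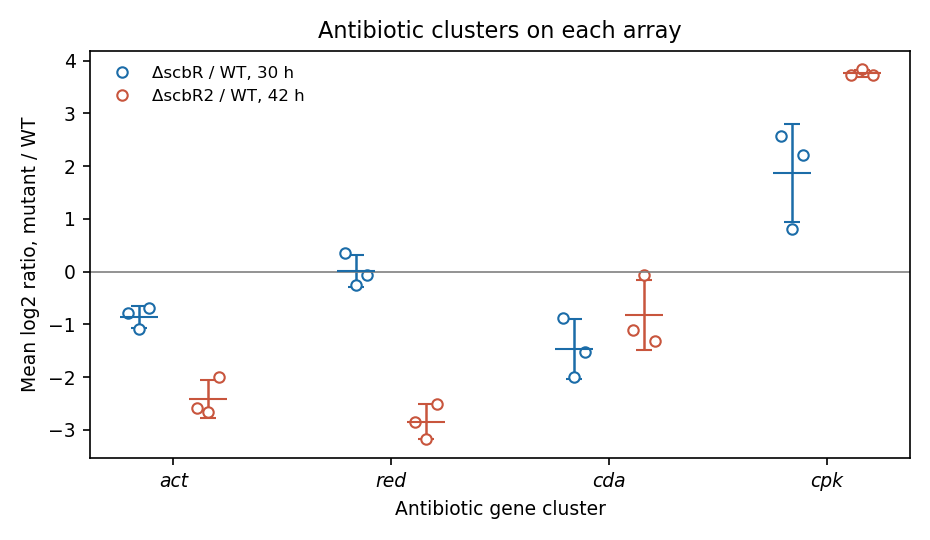
Mean log2 ratio of mutant to WT (y axis) over the genes of the *act*, *red*, *cda* and *cpk* clusters (x axis), with circles for single arrays and bars for the mean ± SD of 3 arrays. The *red* mean lies at 0.01 in ΔscbR, with a sign that differed between normalisations, and at -2.84 in ΔscbR2, while the *cpk* mean is above 0 on every array.

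Of the 15 genes for chaplins, rodlins and SapB, 9 rose and 5 fell in ΔscbR, over all genes and also when adjusted over the list alone. Without ΔscbR replicate 2 or 3 only 3 rose, while 5 fell whichever array was left out. Those that rose were 7 chaplin genes and both rodlin genes, at log2 ratios of 0.92 to 1.97, and those that fell were the *ram* genes, at -1.88 to -5.49. The SapB precursor gene *ramS* (SCO6682) was at -5.49 ± 0.46 (SD, n = 3; adjusted p = 0.000786) and the gene of its modifying enzyme, *ramC* (SCO6681), at -3.89 ± 0.24 (adjusted p = 0.00128). The transporter gene *ramA* (SCO6683) was at -2.65 ± 0.21 (adjusted p = 0.00226) and the regulator gene *ramR* (SCO6685) at -2.21 ± 0.25 (adjusted p = 0.000564). The highest of the rodlins was *rdlB* (SCO2719) at 1.97 ± 1.11 (adjusted p = 0.0281). That call ended when any array other than ΔscbR replicate 1 was left out, at adjusted p of 0.0617 to 0.135. Since members went both ways, the list had a mean of -0.27, a median of 0.95 and a test pointing up (camera adjusted p = 0.238).

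**Figure D3:**
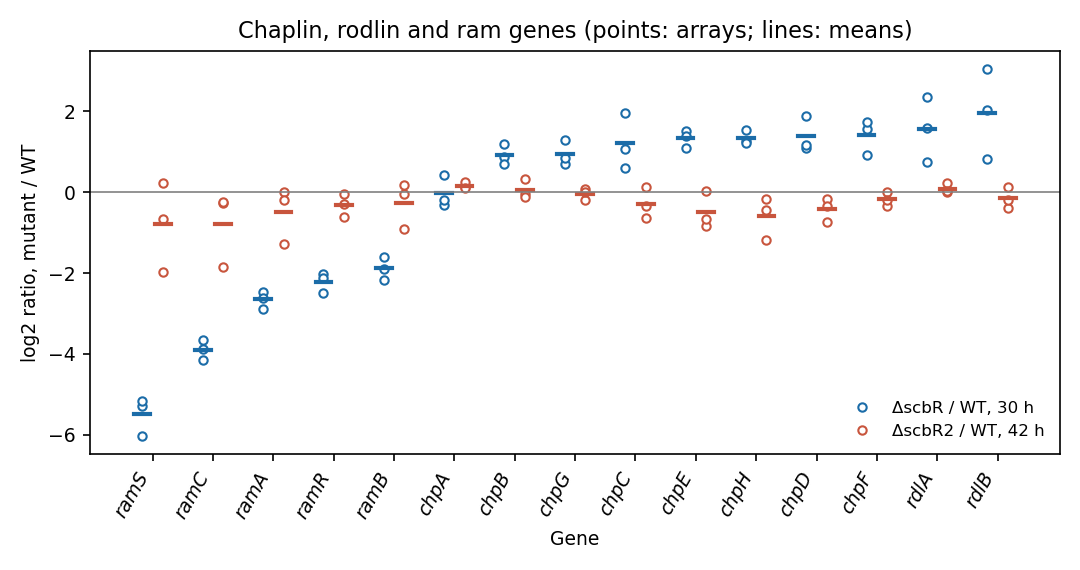
Log2 ratio of mutant to WT (y axis) of the 15 chaplin, rodlin and *ram* genes (x axis), with circles for single arrays and lines for their means. In ΔscbR the *ram* genes lie between -1.88 and -5.49 and 9 of the other genes between 0.92 and 1.97, and in ΔscbR2 the list averages -0.30.

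In the osmotic stress list, 3 of 5 genes fell and 1 rose in ΔscbR, with the same numbers when adjusted over the list alone. The nucleoid-binding protein gene *dpsA* (SCO0596) was at -1.93 ± 0.05 (SD, n = 3; adjusted p = 0.00027), the catalase gene *catB* (SCO0666) at -1.24 ± 0.09 (adjusted p = 0.00195) and *sigB* (SCO0600), which encodes the sigma factor of this response, at -1.06 ± 0.41 (adjusted p = 0.0116). The call of *sigB* ended without ΔscbR replicate 3 (adjusted p = 0.0581). The response regulator gene *osaB* rose by 0.65 ± 0.19 (adjusted p = 0.028). That call ended without ΔscbR replicates 2 or 3 or ΔscbR2 replicates 1 or 3, at adjusted p of 0.0534 to 0.0975, and with median centring. The list averaged -0.77 ± 0.02 (camera adjusted p = 0.0156, and 0.0633 without ΔscbR replicate 1). The adjusted p was 0.571 with an estimated correlation. Of 13 development regulators, 3 rose, and 4 when adjusted over the list alone. The early sporulation regulators *whiH* (SCO5819), *whiG* (SCO5621) and *whiB* (SCO3034) were at 1.00 ± 0.59, 0.81 ± 0.24 and 0.78 ± 0.47 (adjusted p of 0.0395, 0.0162 and 0.0452). The count of 3 was 0 without ΔscbR replicate 2 and 1 without any of the ΔscbR2 arrays. The call of *whiG* ended without ΔscbR replicate 2 (adjusted p = 0.0812), that of *whiH* without ΔscbR replicate 2 or any ΔscbR2 array (0.077 to 0.123) and that of *whiB* without any array other than ΔscbR replicate 1 (0.0895 to 0.196). Median centring ended the calls of *whiH* and *whiB*. This list did not pass camera (mean 0.27 ± 0.08, adjusted p = 0.127) and passed fry (adjusted p = 0.0404).

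Genes for ribosomal proteins and for ATP synthase, the enzyme that makes ATP at the membrane, had higher ratios of ΔscbR to WT on the arrays of replicates 2 and 3 than on that of replicate 1, and the WT samples differed more between these arrays than the ΔscbR samples. For the 21 ribosomal genes the mean log2 intensity on the 3 arrays was 14.56, 12.79 and 13.35 in WT and 14.28, 14.90 and 14.88 in ΔscbR. The means of their log2 ratios were -0.28, 2.12 and 1.52 (camera adjusted p = 1.31e-06, and adjusted p = 0.68 with an estimated correlation). In limma 0 of them passed, over all genes or over the list alone, while 12 were higher at an unadjusted p under 0.05. Without replicate 1 all 21 rose. The list mean of 1.12 became 1.82 without replicate 1 and 0.62 without replicate 2. For the 9 ATP synthase genes the mean log2 intensity was 14.02, 13.06 and 13.23 in WT and 14.00, 14.45 and 14.11 in ΔscbR. The means of the ratios were -0.02, 1.38 and 0.88, with 1 gene that rose, SCO5374 at 1.06 ± 0.41, and 3 when adjusted over the list alone (camera adjusted p = 0.002, and adjusted p = 0.613 with an estimated correlation). The list mean of 0.75 became 1.13 without replicate 1, where 8 genes rose, and 0.43 without replicate 2, and the call of SCO5374 ended without ΔscbR replicates 2 or 3 or ΔscbR2 replicate 3 (adjusted p of 0.0503 to 0.0919) and with median centring (0.175).

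Of 10 glycolysis and TCA genes, 2 fell in ΔscbR, over all genes and over the list alone, against 4 without ΔscbR replicate 1, 0 without replicate 2 and 0 without ΔscbR2 replicate 1 (mean -0.42 ± 0.33, camera adjusted p = 0.0142). The adjusted p was 0.571 with an estimated correlation, and without ΔscbR replicate 3 the mean was -0.23 (adjusted p = 0.219). The glyceraldehyde-3-phosphate dehydrogenase gene *gap1* (SCO1947) was at -0.61 ± 0.12 (SD, n = 3; adjusted p = 0.0125), a call that ended without ΔscbR replicate 2 (0.0717), without ΔscbR2 replicate 1 (0.0502) and with median centring. Heat shock genes averaged -0.48 ± 0.28 (camera adjusted p = 0.0308, and 0.0757 without ΔscbR replicate 3), and isorenieratene genes, for a carotenoid, -0.51 ± 0.42 (camera adjusted p = 0.0344, and 0.12 and 0.125 without replicates 2 and 3). With an estimated correlation the adjusted p were 0.571 and 0.757. Of the 7 isorenieratene genes 1 fell, or 3 adjusted over the list alone. Without ΔscbR replicate 1 there were 3, and without any other array 0. Of the 8 heat shock genes 0 passed limma, and 3 were lower at an unadjusted p under 0.05, while 4 fell without ΔscbR replicate 1.

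Of the antibiotic regulators, 1 of 17 fell, over all genes and over the list alone, and 5 without ΔscbR replicate 1. It was *afsS* (SCO4425), which encodes a small activator of Act and Red production, at -1.67 ± 0.38 (SD, n = 3; adjusted p = 0.00646). The list averaged -0.18 (camera adjusted p = 0.313). One gene of 14 rose among those of NADH dehydrogenase (mean 0.14, camera adjusted p = 0.211), and 0 without ΔscbR replicates 2 or 3 or ΔscbR2 replicate 1. The lists for coelibactin (mean -0.23), coelichelin (-0.30), desferrioxamine (0.44), ectoine (-0.92), *N*-acetylglucosamine and chitin (0.20), hopanoids (-0.12), nitrate reductases (-0.06, with a median of 0.02), nitrogen (-0.71), phosphate (-0.25), spore pigment (0.05), terpene odorants (0.32) and thiol stress (-0.04) did not pass camera, and no member of them passed over all genes. Adjusted over the list alone, 2 terpene genes rose. When ΔscbR replicate 1 was left out, however, 7 nitrogen, 7 phosphate, 5 coelichelin and 4 hopanoid genes fell, 6 *N*-acetylglucosamine genes and 1 terpene gene rose, and 3 spore pigment genes rose and 1 fell. Without replicate 3, 2 desferrioxamine genes and 1 terpene gene rose, and without ΔscbR2 replicate 2, 1 nitrogen gene fell. Several of these lists passed camera without 1 array. Without ΔscbR replicate 1 these were nitrogen (mean -1.61, adjusted p = 0.00656), phosphate (-0.68, 0.00228), coelichelin (-0.63, 0.00186) and *N*-acetylglucosamine (0.28, 0.0352), without replicate 2 ectoine (-1.47, 0.0405), and without replicate 3 desferrioxamine (0.95, 0.000275) and NADH dehydrogenase (0.34, 0.00251). Outside the 4 antibiotic clusters, the named genes with the highest ratios were SCO6823 (2.22 ± 0.39, adjusted p = 0.000943) and SCO3069 (2.21 ± 0.79, adjusted p = 0.00729, and 0.0536 without ΔscbR replicate 2). Beside *ramS*, the lowest were SCO7412 (-4.65 ± 0.42, adjusted p = 0.000203) and SCO0678 (-3.97 ± 0.57, adjusted p = 0.000455).

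The number of genes that passed in ΔscbR depended on single arrays. It was 2501 without ΔscbR replicate 1, 277 without replicate 2 and 373 without replicate 3. Because both comparisons shared 1 estimate of the spread, it was also 341 without ΔscbR2 replicate 1 and 442 without replicate 2. Fitted alone, the ΔscbR arrays gave 147 genes, and with array weights 2553. Of the 45 genes that the naming rule took and that passed, 19 lost the call without ΔscbR replicate 2, 17 without replicate 3 and 0 without replicate 1. Without ΔscbR2 replicates 1, 2 and 3 the call was lost by 13, 7 and 8. Of 30 gene lists, 10 passed camera, and 0 held with an estimated correlation (lowest adjusted p = 0.571). Whether that version could pass with so few arrays was not tested. With fry 5 passed, 4 of them among the 10.

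The comparison of ΔscbR2 with WT at 42 h asked which transcripts depend on ScbR2. Genes for Act and Red were lower in ΔscbR2 nearly throughout both clusters, and the whole *cpk* cluster was higher. The genes of GBL synthesis were also higher. A group of neighbouring genes around SCO6101, in a region for sulfate assimilation, gave the highest ratios outside the antibiotic clusters. In all, 364 genes (4.71%) passed, 170 higher and 194 lower, and 216 of them changed at least 2-fold.

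All 22 *red* genes fell, over all genes and over the list alone, with log2 ratios of -1.07 to -4.21. The activator genes *redD* (SCO5877) and *redZ* (SCO5881) were at -1.90 ± 0.13 and -1.07 ± 0.18 (SD, n = 3; adjusted p of 0.00197 and 0.00737), and *redG* (SCO5897), which encodes an oxygenase for a late cyclisation step, at -4.00 ± 0.49 (adjusted p = 0.000191). The cluster mean was -2.84 ± 0.34, lower on all 3 arrays (camera adjusted p = 9.44e-39, and adjusted p = 0.23 with an estimated correlation). Of the 22 *act* genes, 21 fell, and 22 when adjusted over the list alone, at -1.84 to -3.43. The activator gene *actII-orf4* was at -1.997 ± 0.072 (adjusted p = 0.00397), the ketoreductase gene *actIII* at -3.08 ± 0.25 (adjusted p = 0.000426), the ketosynthase gene *actI-orf1* (SCO5087) at -2.77 ± 0.32 (adjusted p = 0.000469) and the export gene *actII-orf2* (SCO5083) at -3.32 ± 1.24 (adjusted p = 0.0106). The cluster mean was -2.41 ± 0.36 (camera adjusted p = 1.41e-33, and adjusted p = 0.23 with an estimated correlation). Without ΔscbR2 replicate 1 the calls of *actII-orf4* (adjusted p = 0.0534), *redZ* (0.0906) and *actII-orf2* (0.106) ended, and without replicate 2 those of *redZ* (0.0671) and *actII-orf2* (0.0626).

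All 18 *cpk* genes rose, over all genes and over the list alone, at 1.38 to 5.34, and 11 rose without ΔscbR2 replicate 1 or 2. The thioesterase gene *scoT* (SCO6287) was at 5.34 ± 0.31 (SD, n = 3; adjusted p = 0.00012) and the regulator gene *cpkN* (SCO6288) at 5.21 ± 0.08 (adjusted p = 0.000828). The polyketide synthase genes *cpkC* (SCO6273) and *cpkA* (SCO6275) were at 5.16 ± 0.22 and 4.54 ± 0.10 (adjusted p of 0.000828 and 0.00222). The activator gene *kasO* was at 2.76 ± 0.40 (adjusted p = 0.00789), a call that ended without ΔscbR2 replicate 1 (0.0762) or 2 (0.0633). The cluster mean was 3.76 ± 0.06 (camera adjusted p = 6.31e-28, and adjusted p = 0.23 with an estimated correlation). Of the 7 genes in the GBL list, of which the study places SCO6268 in the *cpk* cluster, 4 rose, over all genes and over the list alone. They were *scbB* (SCO6267), a reductase gene of GBL synthesis, at 3.97 ± 0.36 (adjusted p = 0.00237), *scbA* at 3.90 ± 0.32 (adjusted p = 0.000878), SCO6268 at 3.28 ± 0.06 (adjusted p = 0.00206) and *scbR* at 1.31 ± 0.11 (adjusted p = 0.00927). Leaving out any ΔscbR2 array ended the call of *scbR*, at adjusted p of 0.0641 to 0.0807. The list averaged 1.67 ± 0.16 (camera adjusted p = 0.00446, and adjusted p = 0.23 with an estimated correlation).

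The 40 *cda* genes averaged -0.83 ± 0.66 in ΔscbR2, with -1.10, -0.07 and -1.31 on replicates 1 to 3 (camera adjusted p = 1.58e-11, and adjusted p = 0.432 with an estimated correlation and 0.21 with fry). In limma 0 of them passed, over all genes or over the list alone, and 23 were lower at an unadjusted p under 0.05. Without ΔscbR2 replicate 2, 8 fell, and without ΔscbR replicate 1, 4 fell. The activator gene *cdaR* was at -0.41 ± 0.24 (SD, n = 3; adjusted p = 0.187). The 11 coelibactin genes, for a putative zinc-binding peptide, averaged -1.18, with 0.35, -0.59 and -3.29 on the 3 arrays (camera adjusted p = 0.00203, and adjusted p = 0.552 with an estimated correlation). Without replicate 3 their mean was -0.12 (adjusted p = 0.449) and without replicate 1 it was -1.94. The 13 hopanoid genes, for sterol-like membrane lipids, averaged 0.42 ± 0.10 (camera adjusted p = 6.65e-05, and adjusted p = 0.366 with an estimated correlation). In limma 0 of them passed over all genes, while 8 rose when adjusted over the list alone and 9 were higher at an unadjusted p under 0.05. Over all genes, 4 hopanoid genes rose without ΔscbR replicate 1 and 1 without ΔscbR2 replicate 2. The 14 genes of NADH dehydrogenase averaged -0.45 ± 0.26, of which 1 fell, or 2 over the list alone, and 0 without any of the ΔscbR2 arrays (camera adjusted p = 3.24e-05, and adjusted p = 0.432 with an estimated correlation). The 21 ribosomal genes averaged 0.72 ± 0.17 (camera adjusted p = 0.000134, and adjusted p = 0.552 with an estimated correlation). In limma 0 of them passed, over all genes or over the list alone, and 1 was higher at an unadjusted p under 0.05. Without ΔscbR replicate 1, 15 of the ribosomal genes rose.

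The means of 6 other lists also passed camera in ΔscbR2, with 0 genes that passed limma over all genes. When ΔscbR replicate 1 was left out, 2 osmotic genes fell and 1 thiol stress gene rose. Thiol stress genes averaged 0.73 ± 0.65 (SD, n = 3; camera adjusted p = 0.00203, with 2 that rose over the list alone and 4 higher at an unadjusted p under 0.05). This mean was 0.44 without replicate 2. Nitrate reductase genes averaged 0.68 ± 0.72 (0.00643, 4 higher unadjusted), nitrogen genes 1.08 ± 0.81 (0.0314, 1 higher and 1 lower unadjusted) and isorenieratene genes 0.38 ± 0.51 (0.0289, 0 unadjusted). Osmotic stress genes averaged -0.30 ± 0.07 (0.0184, with 2 that fell over the list alone and 2 lower unadjusted) and the genes for chaplins, rodlins and SapB -0.30 ± 0.09 (0.0254, 2 lower unadjusted). With an estimated correlation the adjusted p of the 6 lists, in this order, were 0.432, 0.523, 0.58, 0.552, 0.313 and 0.432. Without replicate 3, the nitrate (mean 0.31, adjusted p = 0.251), nitrogen (0.193) and isorenieratene lists (mean 0.18, adjusted p = 0.334) did not pass, and without replicate 1 the nitrogen (0.0885) and isorenieratene lists (0.0971) did not. Without replicate 2 the nitrate mean was 1.02 and the isorenieratene mean 0.67.

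Development regulators averaged -0.20 (camera adjusted p = 0.0526), with 1 gene that fell over all genes and over the list alone. It was *ssgB* (SCO1541), a septation gene, at -0.83 ± 0.09 (SD, n = 3; adjusted p = 0.0379). That call ended without ΔscbR replicate 3 or any ΔscbR2 array, at adjusted p of 0.0679 to 0.228. The development list passed with median centring (adjusted p = 0.00436), fitted alone (0.0302) and without ΔscbR replicate 2 or 3 (0.0341 and 0.0283). The lists for antibiotic regulators (mean -0.07), ATP synthase (0.08), coelichelin (-0.08), desferrioxamine (0.33), ectoine (-0.74), *N*-acetylglucosamine and chitin (0.05), glycolysis with the TCA cycle (-0.16), heat shock (0.29), phosphate (0.0059, with a median of -0.011), spore pigment (0.03) and terpene odorants (-0.30) did not pass, and no member of them passed over all genes. Over the list alone 2 glycolysis genes fell and 1 heat shock gene rose. In the absence of ΔscbR replicate 1, 3 ectoine and 2 glycolysis genes and 1 antibiotic regulator fell, 1 heat shock gene rose, 1 coelichelin gene rose and 1 fell, and 1 *N*-acetylglucosamine gene rose and 2 fell. Among the lists, ectoine passed camera when ΔscbR replicate 1 was left out (adjusted p = 0.000479), terpene odorants without replicate 2 (0.0293), desferrioxamine without replicate 3 (0.0232) and heat shock without ΔscbR replicate 3 (0.0376) or ΔscbR2 replicate 1 (0.0354). Among the antibiotic regulators, *afsS* was at -0.97 ± 0.45 (adjusted p = 0.0582). Outside the antibiotic clusters, the highest ratios were those of SCO6101 (5.72 ± 0.19, adjusted p = 0.000475) and SCO6100 (5.64 ± 0.39, adjusted p = 0.000426), and the lowest those of SCO2512 (-4.96 ± 0.15, adjusted p = 0.00012) and SCO2511 (-3.80 ± 0.45, adjusted p = 0.000191).

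In ΔscbR2 the count of 364 genes became 111 without ΔscbR2 replicate 1, 158 without replicate 2, 200 without replicate 3 and 801 without ΔscbR replicate 1. It was 812 with the ΔscbR2 arrays fitted alone and 3066 with array weights. Of 36 named genes that passed, 11, 8 and 4 lost the call without ΔscbR2 replicates 1, 2 and 3. Of 30 lists, 15 passed camera, and 0 held with an estimated correlation (lowest adjusted p = 0.23). Those that did not hold include *red* and *cpk*, whose members all passed limma. With fry 6 passed, 5 of them among the 15.

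Several genes whose promoters the study found to be bound did not pass in either mutant. The ferredoxin gene *soyB1* (SCO3867) had a log2 ratio of -0.73 ± 0.16 in ΔscbR (SD, n = 3; adjusted p = 0.0684) and -0.73 ± 0.51 in ΔscbR2 (adjusted p = 0.104). The acetyl-CoA carboxylase gene *accA2* (SCO4921) was at 0.70 ± 1.01 and 1.32 ± 0.31 (adjusted p of 0.281 and 0.111), and the nitrate reductase gene *narG3* (SCO4947) at 0.54 ± 1.19 and 1.26 ± 0.86 (0.539 and 0.256). The kinase gene *afsK* (SCO4423) was at 0.42 ± 0.21 in ΔscbR (adjusted p = 0.0731). The pleiotropic regulator gene *atrA* (SCO4118) was at -0.12 ± 0.63 in ΔscbR2 (adjusted p = 0.872), and the thiol stress sigma factor gene *sigR* (SCO5216) at 0.73 ± 0.83 (adjusted p = 0.288). The ribosomal protein gene *rpsL* (SCO4659) was at 1.76 ± 1.60 in ΔscbR (adjusted p = 0.101), and at 2.68 without replicate 1, where it passed (adjusted p = 0.000587). Likewise *rpsD* (SCO1505) was at 0.87 ± 1.23 (adjusted p = 0.262) and at 1.54 without replicate 1 (adjusted p = 0.00849). In ΔscbR2, *rpsL* was at 0.91 ± 0.18 (adjusted p = 0.476) and passed when fitted alone (0.014) or without ΔscbR replicate 1 (0.00573), and *rpsD* was at 0.48 ± 0.30 (adjusted p = 0.673). The genes *adpA*, *absA1*, *cprA*, *cprB*, *pyk2* and *nagE2* did not pass in either mutant. For a rise of *absA1* in ΔscbR2 the study relies on a reporter gene assay. It calls the effect of ScbR2 on *nagE2* not significant on its own arrays. Of 16 genes next to promoters bound by ScbR, 1 rose and 2 fell in ΔscbR, and over the list alone 2 rose and 3 fell (mean -0.03, camera adjusted p = 0.919). In ΔscbR2, 1 rose, and over the list alone 2 rose and 2 fell (mean 0.31, camera adjusted p = 0.884). Of 57 genes next to promoters bound by ScbR2, 7 rose and 2 fell in ΔscbR2, against 4 and 0 without ΔscbR2 replicate 1, and over the list alone 12 rose and 5 fell (mean 0.46, camera adjusted p = 0.133, and 0.0457 without ΔscbR2 replicate 1). In ΔscbR, 7 rose and 6 fell, against 12 and 11 without ΔscbR replicate 1 and 2 and 3 without replicate 3, and over the list alone 9 rose and 7 fell (mean 0.10, median -0.07, with a test pointing down at a camera adjusted p of 0.92). Of the 42 outside the 4 clusters, 3 rose and 2 fell in ΔscbR, against 9 and 7 without ΔscbR replicate 1, or 5 and 3 over the list alone (mean 0.04, median -0.06, test down at 0.919). In ΔscbR2, 0 of these 42 passed limma, over all genes or over the list alone, while 7 were higher and 2 lower at an unadjusted p under 0.05 (mean 0.15, camera adjusted p = 0.282). The study found purified protein to bind all of these promoters, and the counts over the list alone are not taken as independent evidence of a direction. The lists leave out promoters that the study also names as targets. These are *scbR*-*scbA* and *kasO* for both proteins, and *adpA* and *redD* for ScbR2. As given above, *kasO* passed as higher in both mutants. In ΔscbR2 *scbA* and *scbR* passed as higher and *redD* as lower, while *scbA* in ΔscbR and *adpA* did not pass. The list results therefore do not describe all promoters that the study found bound.

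Genes with a mean ratio over 1.2 or under 0.85, limits that the study states for its target genes, made up 43.4% in ΔscbR (3354 genes, 23.5% higher and 19.9% lower) and 31.9% in ΔscbR2 (2469 genes, 15.3% higher and 16.6% lower). Single arrays gave 51.9% to 59.4% and 36.7% to 39.7%. With under 0.8 as the lower limit the shares were 38.3% and 27.0%. Between the mutants, 25 genes were higher in both and 97 lower in both, where independent lists of these sizes would share 6.27 and 10.8. The 2 counts were 112 and 188 without ΔscbR replicate 1, and 2 and 22 without ΔscbR2 replicate 1. Another 8 were higher in ΔscbR and lower in ΔscbR2, and 5 the reverse, against 7.15 and 9.44. The log2 ratios of the mutants correlated with r = 0.32 across genes, which are not independent replicates. The dyes were the same way round in both comparisons, and part of what they share can come from that.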

Values the study reported

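The study reported that 42.3% of genes in ΔscbR and 30.1% in ΔscbR2 differed from M145 by 20% or more. For *soyB1*, ratios to M145 of 0.611 in ΔscbR and 0.613 in ΔscbR2 were given. In ΔscbR, the ratio of *afsS* was stated as 0.317 and that of *afsK* as 1.405. The ratios of *gap1* were 0.650 and 0.768 in ΔscbR and ΔscbR2, those of *accA2* were 1.650 and 2.464, and those of *narG3* were 1.487 and 2.347. In ΔscbR2, the study gave ratios of 0.783 for *pyk2*, 0.563 for *atrA* and 1.620 for *sigR*.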

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

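The tests of a mutant sample that is not the deletion mutant, of the part of each sample in the deviation of an array, of growth stage, of a gene dye effect, of a single deviating array and of calls shared by chance were chosen after the result was seen. For 288 genes the log2 ratio differed between ΔscbR and ΔscbR2 (112 higher and 176 lower in ΔscbR). Time and mutant differed together, so that neither can be named as the source. All differences below are ΔscbR minus ΔscbR2. The count was 1918 without ΔscbR replicate 1, 142 and 137 without replicates 2 and 3, and 47, 117 and 151 without ΔscbR2 replicates 1 to 3. For this count the 10 splits of the 6 arrays are too few for a share under 0.05 (288, highest other split 0). The same limit held for ΔscbR against WT (976 without the array as a block, highest other split 282) and for ΔscbR2 against WT (526, highest other split 0), where the real split was the only 1 of 10 with as many genes.

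Of the antibiotic clusters, *red* differed by 2.85 (camera adjusted p = 7.56e-31), *act* by 1.56 (3.33e-17), *cpk* by -1.90 (1.44e-07) and *cda* by -0.64 (0.00434). In 19 of 22 *red* genes and 12 of 22 *act* genes the difference itself passed, or 22 and 20 adjusted over the list alone, and in 9 of 18 *cpk* genes the ratio was lower in ΔscbR, or in 10 over the list alone, where 1 was higher. The other lists that differed were NADH dehydrogenase by 0.59 (7.40e-05), hopanoids by -0.53 (0.000447), isorenieratene by -0.89 (0.00372), development regulators by 0.47 (0.00463), heat shock by -0.77 (0.00463), ATP synthase by 0.67 (0.0181), thiol stress by -0.78 (0.0236), nitrogen by -1.79 (0.0236), terpene odorants by 0.62 (0.0325), coelibactin by 0.95 (0.0456) and nitrate reductases by -0.74 (0.0494). With an estimated correlation 0 of these 15 lists passed (lowest adjusted p = 0.336). With fry 7 lists passed, 5 of them among the 15 (*act*, *red*, *cpk*, development and terpene), and the other 2 were the GBL and osmotic lists. Without ΔscbR2 replicate 1, 0 of the *act*, 12 of the *red* and 2 of the *cpk* genes differed. Without ΔscbR replicates 2 or 3 or ΔscbR2 replicate 2, 4, 3 and 2 *act* genes did, and without ΔscbR2 replicates 2 or 3, 3 *cpk* genes did. Leaving out ΔscbR replicate 1 ended the calls of coelibactin, development, nitrate, terpene and thiol stress (highest adjusted p = 0.222), and leaving out replicate 2 those of ATP synthase (0.35, adjusted p = 0.12), *cda* (-0.37, adjusted p = 0.0812), coelibactin, nitrate and nitrogen. Without replicate 3 those of coelibactin, nitrate and nitrogen ended (highest 0.221). Without ΔscbR2 replicate 2 those of *cda* (-0.26, adjusted p = 0.432), terpene and thiol stress (-0.48, adjusted p = 0.114) ended. Without ΔscbR2 replicate 3 that of nitrate ended (-0.37, adjusted p = 0.204) and coelibactin was at -0.11 (adjusted p = 0.608). Without ΔscbR replicate 1 the ATP synthase difference was 1.05, the NADH dehydrogenase difference 0.37 and the nitrogen difference -2.69, and without ΔscbR2 replicate 1 the coelibactin difference was 1.71. Other settings also ended calls. With processed signals coelibactin (0.0985) and nitrate (0.0527) did not pass, and with the 2 SD rule neither did (both 0.0693). The median over probes ended that of coelibactin (0.0529), no filter that of nitrate (0.0502) and median centring that of thiol stress (0.117). Array weights ended those of terpene (0.0667), nitrate (0.098), thiol stress (0.121) and coelibactin (-0.075, adjusted p = 0.939).

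Among named genes, the log2 ratio of the SapB genes *ramS*, *ramC*, *ramA* and *ramR* differed by -4.69, -3.11, -2.16 and -1.89, with lower ratios in ΔscbR. The stress genes *dpsA* and *catB* differed by -1.52 and -1.11, and the sporulation regulators *whiB* and *whiG* by 1.32 and 1.01. In the antibiotic clusters, *redG* differed by 4.37, *redD* by 1.79, *actI-orf1* by 1.52, *actIII* by 1.36, *scoT* by -4.89, *cpkC* by -3.92, *cpkA* by -3.60 and *cpkN* by -3.55. In the GBL list, *scbB*, *scbA* and SCO6268, which the study places in the *cpk* cluster, differed by -4.20, -2.87 and -2.52, and SCO6323 by 0.96. Of the genes without a name, SCO6101 and SCO6100 both differed by -6.70, SCO2512 by 4.59, SCO2511 by 3.13, SCO7412 by -3.22, SCO0678 by -2.07, SCO3069 by 2.39 and SCO6823 by 2.29. The adjusted p of these genes lay between 0.000999 and 0.043. Only *dpsA*, *redG*, *scoT*, SCO6101, SCO6100, SCO2512, SCO2511 and SCO7412 passed whichever array was left out. Without ΔscbR2 replicate 1 none of the other 20 passed (adjusted p of 0.0551 to 0.212). The calls of *whiB*, *whiG*, *actIII*, SCO6268, SCO0678 and SCO3069 ended without any array other than ΔscbR replicate 1, and those of *ramC*, *ramA*, *catB*, *actI-orf1*, *cpkA* and SCO6323 with each of 4 arrays. Those of *redD*, *scbA*, *scbB*, *cpkC* and *cpkN* ended with each of 3.

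The 9 neighbouring genes SCO6094 to SCO6102, from a region for sulfate assimilation, differed by -5.93 on average, a locus singled out after its values were seen. They averaged 4.80 ± 0.29 in ΔscbR2 (SD, n = 3), where all 9 passed and 1, SCO6102, lost the call without ΔscbR2 replicate 1 (adjusted p = 0.0762), and -1.14 ± 0.85 in ΔscbR, with -2.12, -0.58 and -0.71 on the 3 arrays. A dye effect of these genes would cancel in the difference of -5.93, and a single deviating array is argued against by the lowest array mean of 4.50. In WT the same genes changed by -3.57 from 30 h to 42 h, and ΔscbR2 at 42 h lay 1.23 above WT at 30 h, measured across dyes. Whether the mutant kept a level that WT lost with time therefore cannot be told apart from a direct rise in the mutant, since ΔscbR2 was measured at 42 h alone.

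The array of ΔscbR replicate 1 stood apart from those of replicates 2 and 3, with r of the log2 ratios of 0.33 and 0.29 across genes against 0.80. Of the variance across genes of its deviation from the other arrays, 60.3% lay with its WT sample and 39.7% with its ΔscbR sample. For replicate 2, 87.97% lay with the WT sample, and for replicate 3, 83.9% with the ΔscbR sample. In log2 intensities ΔscbR replicate 1 lay nearest to replicate 2 (r = 0.992), and replicate 3 correlated with them at 0.953 and 0.968. WT replicates 1 and 2 at 30 h correlated at 0.941, and replicate 3 with them at 0.975 and 0.979. The share of 39.7% therefore does not show that the ΔscbR sample of replicate 1 deviated. Noisier spots are argued against, since on the array of replicate 1 the spread between spots of 1 probe was 0.757 times the highest of the other arrays. A ΔscbR sample that is not the deletion mutant is argued against by the *scbR* probes on the array of replicate 1. Apart from the probe at position 52, at 2.53, they lay between -3.88 and -5.16. The mean log2 ratio over all of them was -3.28. Cultures at different growth stages may be a source and stay open. The correlation of the log2 ratios with the change of WT over time was 0.20, -0.16 and 0.05 on replicates 1 to 3. Replicate 1 differed by 0.251 from the mean of the others, which 3 arrays cannot decide. For the deviation of each WT sample from the other arrays the correlation was -0.05, 0.54 and -0.21. WT samples of the other arrays also enter that change. For the ΔscbR samples it was 0.07, 0.17 and -0.18. In log2 intensities, WT replicate 2 at 30 h correlated with the WT samples at 42 h at 0.90 to 0.91. Replicates 1 and 3 did so at 0.84 to 0.88, so that the WT sample nearest to 42 h was that of replicate 2.

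A total of 97 genes were lower in both mutants (22 to 188 without 1 array), with a median log2 ratio of -1.85 in ΔscbR and -1.22 in ΔscbR2, and the 9 of them in a list were all *act* genes. Calls shared by chance are argued against, since the number was 9.01 times that expected of independent lists. In 94.8% (92 genes) all probes were below 0 in both comparisons, so that the fall in these was not carried by single probes. The genes were chosen on the mean of these same probes, so that this share is not independent support. A dye effect common to all probes of a gene remains open without a dye swap, and so does an effect common to both deletions.

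Control probes for an adenovirus transcript, which the comparisons did not use, gave a signal of at least 2.00 times the negative controls in the mutant dye and 3.71 times in the WT dye on every array. Their log2 ratios lay between -4.61 and 0.57.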

How the results depend on the processing

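No alternative was chosen after the result was seen. Every alternative gave a value. Median signals of 31.8 to 75.5 times the background left no array too dim to read. Without background correction, all named genes and lists kept their direction and their side of the threshold. Quantile normalisation of mean intensities after loess leaves the ratios within an array as they are, and therefore tested nothing. The directions of *act*, *cda* and *cpk* in ΔscbR, and of *act*, *red*, *cda* and *cpk* in ΔscbR2, held under all alternatives. Where a value below differs, the cause was not tested.

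With an estimated correlation between genes, 0 lists passed in either comparison or for the difference. In ΔscbR, *act* (-0.85), *cda* (-1.46) and *cpk* (1.86) then had adjusted p of 0.571, 0.579 and 0.571. In ΔscbR2, *act* (-2.41), *red* (-2.84) and *cpk* (3.76) had 0.23 and *cda* (-0.83) had 0.432. All genes of *red* and *cpk* passed limma there, and this version of the test was not shown able to pass with so few arrays. Failing it is therefore not evidence against a change of a list. With fry, 5 lists passed in ΔscbR, 6 in ΔscbR2 and 7 for the difference, of which 4, 5 and 5 had passed camera, and *cda* did not pass in either comparison (-1.46 at 0.0659 and -0.83 at 0.21).

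Fitted alone, ΔscbR gave 147 genes (16 higher, 131 lower) and ΔscbR2 812, of which 352 were among the 364. Both fits kept 2 residual degrees of freedom, so that fewer of them cannot alone account for a fall in ΔscbR and a rise in ΔscbR2. Each fit also used the spread of its own arrays only, whereas the calls of the first analysis rest on a spread shared by both comparisons. Array weights gave 2553 (709 of the 714 among them), 3066 and 2939 for ΔscbR, ΔscbR2 and the difference. Without the array as a block, the difference gave 441 genes, 272 of them among the 288, and the comparisons gave 976 and 526. Deviations of mutant and WT samples on the same array correlated across genes with r of -0.57, 0.26 and 0.10 for ΔscbR and 0.54, 0.0025 and -0.071 for ΔscbR2, against up to 0.59 between different arrays. Genes are not independent replicates, and these values do not show that the numbers pair cultures. Leaving out 1 array gave 277 to 2501 genes in ΔscbR, 111 to 801 in ΔscbR2 and 47 to 1918 for the difference, and 1484 to 3748 for WT at 42 h against 30 h.

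The share of genes over 1.2 or under 0.85 was 38.3% in ΔscbR and 27.0% in ΔscbR2 with under 0.8 as the lower limit, and 48.0% and 36.0% with processed signals. Median centring gave 34.6% in ΔscbR2. Leaving out 1 array gave 41.6% to 55.9% and 32.4% to 34.1%. Runs of neighbouring genes numbered 9 in ΔscbR with median centring, 1 fitted alone, 66 with array weights and 2 to 58 without 1 array. In ΔscbR2 they numbered 17 fitted alone, 73 with array weights and 6 to 17 without 1 array. The *red* mean in ΔscbR was -0.0023 with median centring, -0.00061 with the median over probes, -0.18 with array weights and -0.15 to 0.15 without 1 array.

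Some values turned their sign, most of them near 0 in the first analysis, but not the coelibactin difference (0.95), ectoine (-0.92) and *narG3* (0.54) in ΔscbR or desferrioxamine (0.33) and heat shock (0.29) in ΔscbR2. With processed signals, genes at promoters bound by ScbR (0.024) and *pyk2* (0.024) in ΔscbR, and phosphate (-0.0030) and *adpA* (-0.023) in ΔscbR2, turned. With median centring, genes at promoters bound by ScbR2 outside the clusters in ΔscbR (-0.028), and ATP synthase (-0.16), desferrioxamine (-0.017), heat shock (-0.020) and *adpA* (-0.25) in ΔscbR2, turned. The stricter filter turned phosphate (-0.0045) in ΔscbR2. The median over probes turned *absA1* (0.065) in ΔscbR and phosphate (-0.022) in ΔscbR2, and the 2 SD rule turned *absA1* (0.042). With array weights, thiol stress (0.15), *cprA* (0.19), *narG3* (-0.099) and *sigR* (0.17) in ΔscbR, ATP synthase (-0.13) and *atrA* (0.056) in ΔscbR2, and the coelibactin difference (-0.075) turned.

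Leaving out 1 array gave these ranges in ΔscbR: *adpA* -0.35 to 0.041, *nagE2* -0.22 to 0.38, *absA1* -0.29 to 0.079, *narG3* -0.14 to 0.95, *sigR* -0.16 to 0.16, *pyk2* -0.35 to 0.23, *redD* -0.30 to 0.11, *cprB* -0.064 to 0.52, *cprA* -0.20 to 0.22, ectoine -1.47 to 0.052, NADH dehydrogenase -0.080 to 0.34, nitrate reductases -0.34 to 0.077, thiol stress -0.16 to 0.16 and genes at promoters bound by ScbR -0.13 to 0.035. In ΔscbR2 they were -0.35 to 0.24 for *atrA*, -0.078 to 0.24 for ATP synthase and -0.0016 to 0.018 for phosphate. The coelibactin difference was -0.11 to 1.71.

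Of 45 named genes that passed in ΔscbR, 23 lost the call when fitted alone (highest adjusted p = 0.223), 6 with median centring (0.356), 2 with the median over probes and 1 without the array as a block. Of 36 in ΔscbR2, 1 lost it with processed signals (*ssgB*, 0.0737) and 1 without the block. In ΔscbR2, fitting alone ended the calls of the chaplin and isorenieratene lists (highest 0.0599), median centring those of isorenieratene and thiol stress (0.19) and array weights those of coelibactin and GBL genes (0.681). In ΔscbR, array weights ended those of glycolysis and heat shock (0.124).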

Other observations

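The test of whether SCO6094 to SCO6102 follow the *cpk* genes was chosen after the result was seen. Between 30 h and 42 h the WT itself changed in 2829 genes (1405 higher and 1424 lower at 42 h). All 22 *act* genes rose, by a mean log2 ratio of 3.71 (camera adjusted p = 2.89e-18), as did 21 of 22 *red* genes (mean 2.18, adjusted p = 1.21e-13). All 11 coelibactin genes rose (4.71, adjusted p = 7.14e-13) and so did all 7 isorenieratene genes (2.90, adjusted p = 4.84e-07). In the *cpk* cluster 10 of 18 genes rose and 1 fell (1.46, adjusted p = 0.000934), and in *cda* 20 of 40 rose and 2 fell (0.90, adjusted p = 0.000448). Among respiratory genes, 11 of 14 of NADH dehydrogenase rose (0.84, adjusted p = 4.34e-05), and 6 of 11 genes for the siderophore coelichelin rose (0.88, adjusted p = 0.0144, and 0.211 with scaling to the 75th percentile). Adjusted over the list alone, 14 *cpk* genes rose and 1 fell, 23 *cda* genes rose and 2 fell, 21 *red* genes rose and 1 fell, and 12 NADH dehydrogenase genes rose. In the nitrogen list, 12 of 13 genes fell and 1 rose (-2.81, adjusted p = 0.000169), among them the glutamine synthetase gene *glnII* (SCO2210) at -4.68 (adjusted p = 0.00052), and 6 of 10 glycolysis genes fell, or 7 over the list alone (-0.74, adjusted p = 0.00281). Without WT replicate 3 at 30 h, 5 *cpk*, 9 *cda*, 3 coelichelin and 8 nitrogen genes changed in these directions, and without WT replicate 1 at 42 h, 6 *cpk*, 7 *cda*, 3 coelichelin and 7 nitrogen genes did. Without WT replicate 3 at 42 h the *cda* count was 9, and without WT replicate 2 at 30 h the *cpk* count was 16. For NADH dehydrogenase the count was 6 to 11. With an estimated correlation the adjusted p of these lists were 0.470 or higher. The highest genes were SCO7691 (5.84), SCO7683 (5.75) and SCO7677 (5.31), near or in the coelibactin cluster, and the lowest SCO2959 (-5.36), *glnII* and SCO2487 (-4.68). Without WT replicate 1 at 42 h the call of SCO2487 ended (adjusted p = 0.0538). Of the regulators, *kasO* rose by 2.94 (adjusted p = 0.0042), *scbR2* by 2.60 (0.000741), *atrA* by 1.83 (0.00112), *actII-orf4* by 1.39 (0.000514) *redD* by 0.78 (0.0152) and *scbR* by 0.51 (0.039), while *cdaR* fell, at -0.68 (0.0115), and so did SCO6323, at -0.89 (0.00897). The call of *scbR* ended without any WT sample other than replicate 1 at 30 h (0.0648 to 0.142), that of *redD* without replicate 3 at 30 h or replicates 1 or 3 at 42 h (0.0549 to 0.0583) and that of *cdaR* without replicate 3 at 30 h (0.0559). The count was 1484 without WT replicate 3 at 30 h, and 1730 and 1743 without WT replicates 1 and 3 at 42 h. The 10 splits of the 6 WT samples are too few for a share under 0.05 (2829, highest other split 0).

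Genes that changed lay side by side more often than in a random gene order. In ΔscbR 14 runs of at least 5 neighbours passed in the same direction, 1 higher and 13 lower, with 93 genes, where the highest of 1000 random orders held 1. In ΔscbR2 there were 8 runs, 3 higher and 5 lower, with 98 genes, where the highest random order held 0. The longest lower run in ΔscbR was SCO6494 to SCO6509, with 16 genes at -1.47 ± 0.15 (SD, n = 3). The *ram* genes SCO6681 to SCO6685 averaged -3.23 ± 0.09 and SCO7311 to SCO7319, with 9 genes, -1.53 ± 0.08. In ΔscbR2 the lower runs held the *red* cluster, SCO5877 to SCO5899 (23 genes, -2.81 ± 0.33), and SCO6209 to SCO6214 (6 genes, -2.53 ± 0.17). Part of the latter, SCO6209 to SCO6213, was also a lower run in ΔscbR, at -2.18 ± 0.20. The higher runs were SCO6265 to SCO6285 in the *cpk* region (20 genes, 3.48 ± 0.05), SCO6093 to SCO6102 (10 genes, 4.61 ± 0.30) and SCO6811 to SCO6819 (9 genes, 1.48 ± 0.19). The number of runs in ΔscbR was 58, 3 and 5 without ΔscbR replicates 1 to 3 and 2, 9 and 8 without ΔscbR2 replicates 1 to 3, and in ΔscbR2 it was 17 without ΔscbR replicate 1.

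Because coelimycin P1 contains sulfur from a cysteine derivative, a raised demand for cysteine may go with the higher SCO6094 to SCO6102 in ΔscbR2. If so, these genes would also be higher in ΔscbR, where the *cpk* genes averaged 1.86. They averaged -1.14 there and -0.65 without ΔscbR replicate 1. However, the polyketide synthase genes *cpkC*, *cpkB* and *cpkA* did not pass in ΔscbR (adjusted p of 0.0833, 0.237 and 0.215), and the times differed, with a WT change of -3.57 in the 9 genes from 30 h to 42 h. The test therefore could not decide, and the hypothesis stays open.

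Across 46140 probes, deviations of single probes from their gene were correlated between the comparisons (r = 0.22 across probes, which are not independent replicates), with a shared SD of 0.109. The log2 ratio of *atrA* in ΔscbR2 was 0.13, 0.35 and -0.83 on the 3 arrays. Only the third array was thus below WT. The ratio of *atrA* in ΔscbR2 from the mean of these log2 ratios was 0.920, and it did not pass the test. That is higher than the value quoted from the study above. The study averaged its values after normalisation in GeneSpring GX and removal of outlying values. For *afsS*, *gap1*, *accA2*, *narG3* and *sigR* its ratios lie near those found here, so that this processing alone does not readily account for *atrA*. The third array alone, at -0.83, lies near the study's value. The source of the gap was not tested.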
